A study of Mus musculus with 14 samples. Its data were reported in "Increased Frequency of Copy Number Variations Revealed by Array Comparative Genomic Hybridization in the Offspring of Male Mice Exposed to Low Dose-Rate Ionizing Radiation" (2021).

How the data were processed

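Tail DNA of 7 mice of 1 non-irradiated family (1 sire, 1 dam, 5 F1 mice) was hybridized by the authors on 2-colour Agilent arrays against the DNA of 1 male reference mouse, with 2 dye-swap arrays for each mouse. Labelling followed version 4.0.8 of the manufacturer's protocol. Groups and mouse numbers were taken from the sample labels, and the dye of each DNA sample from the label of its channel. The 2 arrays of a mouse were treated as technical repeats and counted as 1 replicate. Per the methods of the study, the tail of the dam was taken after weaning of her litter, and those of the sire and the F1 mice at natural death.

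Per the file headers, the arrays were read with Feature Extraction 10.7.1.1 and the protocol CGH_107_Sep09, and probe positions are those of the mm9 build. The deposited log10 ratio of each spot is the Cy5 over the Cy3 processed signal. Per the file headers, the processed signal of each channel is an intensity after subtraction of local background and spatial trend and a linear dye normalization. The deposited value table of the series holds a log2 ratio of the same arrays, of reference over own DNA, without centring. It equals the scanner values in size and was matched to them through the feature number.

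The log10 ratio was turned to log2 of own DNA over reference on every array. Control spots and spots with an outlier flag were left out, spots of the same probe were averaged, 36 probes on unplaced sequence were left out, and each array was centred on the median of its autosomal probes. No loess or quantile normalization was applied in the main setting. The median signal over background was between 3.84 and 6.55 in the channel of the own DNA and between 3.53 and 4.88 in that of the reference. The derivative log ratio SD, a measure of the noise between neighbouring probes, was between 0.194 and 0.266 per array. The number of arrays limits the precision. The correlation over probes between the 2 arrays of a mouse was between −0.328 and −0.082 once both were turned to own DNA over reference, and the dye-swap difference divided by 2 correlated at 0.484 to 0.608 between mice. Differences between the dyes at single probes were thus shared by the mice. Probes are not independent replicates. The dyes are given by the labels and the methods, and the direction was kept.

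A probe was positive when both arrays passed 0.8 in size, or when it and an adjacent probe passed 0.5 on both arrays, as in the methods of the study. The same direction on both arrays was required in addition. Segments were called on the mean of the 2 arrays with an interval score (the sum of the log2 ratios divided by the robust SD and the square root of the probe number) of at least 6, at least 4 probes, a mean of at least 0.25 in size and the same sign on both arrays. The software of the methods for this step was not used here. Background was measured by the same rules on probes whose arrays pointed opposite ways, on the dye-swap difference divided by 2, and on autosomal probes in shuffled order. A positive probe of an F1 mouse was de novo when it was positive in the same direction in neither parent, and a segment when neither parent reached 0.5 of its mean. Segment means were compared with 10000 random autosomal windows of as many probes in the same mouse, two-sided, with Benjamini-Hochberg adjustment over 679 tests of 97 regions in 7 mice. The windows could overlap called segments and the tested region itself, which can raise p. An F1 mouse carried a parental segment when its mean reached 0.5 of that of the parent in the same direction. Single probes were compared with limma on the mean of the 2 arrays of each mouse, 1 mouse against the other 6, with 5 residual degrees of freedom, on the assumption that the single mouse varies like the others. For this step probes with no unflagged spot on 1 or more arrays were left out, which left 949770 probes. Leaving out the 791 probes dim in the reference channel on every array was an alternative setting.

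The segment caller was tested on simulated data. With 950622 autosomal probes it recovered 15% of 20 planted segments of 4 probes at a log2 change of 0.27 and 95% at 0.55, and it gave 15 segments where nothing was planted. Of 200 planted single probes the threshold rule for positive probes recovered 0.5% at 0.55, 40.5% at −0.9 and 99.5% at −2. The limma step was tested on 949770 simulated probes, and 55.5% of 200 probes changed by 1 were recovered with 8 false calls.

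Scan days were numbered from the file headers. Day 1 held the sire and the dam, day 2 F1 mice 1 and 2, day 3 F1 mice 3 and 4 and day 4 F1 mouse 5. Parents and F1 mice therefore could not be compared within a scan day. Alternatives were normexp background correction with an offset of 50 (on the median signal, the signal column used here), no centring, loess within arrays, the deposited value table, other thresholds, each dye orientation alone, filters on flagged and dim spots, other limma settings and each F1 mouse left out in turn. All were fixed before the data were examined except 2 named in the closing section.

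Named regions followed a rule fixed before the data were examined: de novo segments of F1 mice, segments present in most mice and segments of 1 parent, by score. Probes were given by position, since the gene columns and a gene annotation of mm9 were not used here. For this reason the comparison of the antigen receptor loci, the gene lists, the naming of genes at segments and single probes and the correction for GC content were not run. No coordinates of other builds were used. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 and version 1.17.8 of data.table were used.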

Results

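Genomic DNA from tail tissue of 1 family of C57BL/6J/Nrs mice was compared with the DNA of 1 male reference mouse by array comparative genomic hybridization (array CGH), in which 2 DNA samples carry different dyes and compete for the same probes. The family belonged to the non-irradiated arm of a study of the offspring of irradiated sires, and comprised 1 sire, 1 dam and 5 F1 mice. Each mouse was hybridized on 2 arrays with the dyes exchanged, which gave 14 arrays. Each array measured 950622 autosomal probes, 68 X probes and 23 Y probes. Between 98.7% and 99.6% of the spots on an array were well above background in both channels. Values are log2 ratios of a mouse's own DNA over the reference, so that a positive value is a gain, and they run opposite to the deposited value table. A duplication of 1 of the 2 copies of an autosomal region raises the ratio, and a deletion lowers it. Each mouse was 1 animal and its 2 arrays were technical repeats of the same DNA, so errors below are spreads over probes or over mice and no mouse has biological replicates. The number of arrays limits the precision. The labels give the sex of the parents alone, and values of F1 mice are therefore given for each mouse.

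The first question was whether an F1 mouse carried a copy number change that neither parent had. F1 mouse 1 carried a large gain on chromosome 6, from position 79900681 to 81053481 in the mm9 build, a stretch of 1152801 bp. The study lists Lrrtm4, which encodes a synaptic transmembrane protein with leucine-rich repeats, as a gene in the duplication of this mouse. Over the 477 probes of the region the log2 ratio of F1 mouse 1 was 0.55 ± 0.15 (SD over probes), a linear ratio of 1.47, where 3 copies against 2 would give a ratio of 3 over 2. The other 6 mice had means between 0.00 and 0.06, with the dam highest at 0.06 and the sire at 0.01. The 2 arrays of F1 mouse 1 gave 0.51 and 0.60, and 464 of the 477 probes (97.3%) were above 0 on both. Outside the region the ratio returned to −0.01 over the 50 probes before it and to 0.01 over the 50 probes after it. The mean of F1 mouse 1 was beyond that of each of 10000 random windows of as many consecutive probes in the same mouse (permutation p = 0.0001, the smallest the windows can give, adjusted p = 0.00111 over 679 tests). Called segments were picked for an extreme mean in the same mouse, so that a small p of this kind describes how far out a called segment lies and is no independent test of it. The dam's much smaller mean, in a region called in F1 mouse 1 and not in her, also lay outside most of her random windows (permutation p = 0.001, adjusted p = 0.00447). An exact permutation of 1 mouse against the other 6 cannot give a p below 0.143. The other 6 mice had a mean of 0.02 ± 0.02 (SD, n = 6) there.

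**Figure D1:**
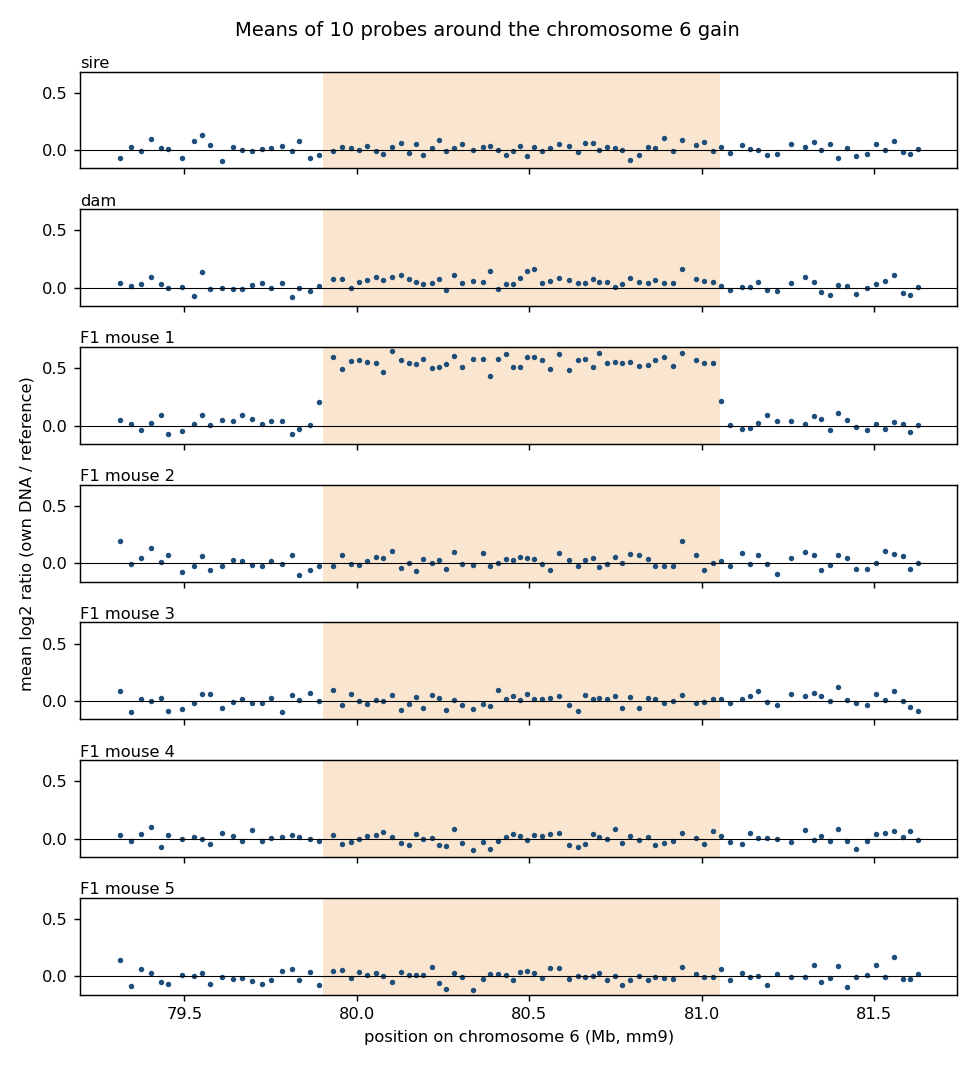
Mean log2 ratio (own DNA over reference) of 10 consecutive probes against the position on chromosome 6 in Mb (mm9), with 1 panel for each of the 7 mice and the called region shaded. The points of F1 mouse 1 lie near 0.55 inside the shaded region and near 0 outside it, whereas those of the other 6 mice average between 0.00 and 0.06 inside it.

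Other de novo gains and losses of the F1 mice were short and were mostly not separable from chance. Segments were intervals of at least 4 probes with a mean log2 ratio of at least 0.25 in size and the same sign on both arrays. F1 mice 1, 2, 3, 4 and 5 had 12, 14, 12, 12 and 2 segments that were absent from both parents, a total of 52 with 39 gains (mean 10.4 ± 4.77 per mouse, SD, n = 5). Apart from the chromosome 6 gain, 2 of these held 10 or more probes. F1 mouse 2 had a gain of 0.28 over 14 probes on chromosome 6 from 132824078 to 132859762, and F1 mouse 3 a gain of 0.27 over 11 probes on chromosome 4 from 90111320 to 90137960. Their scores of 6.60 and 6.06 were below the highest score found in the same mice after the order of the autosomal probes had been shuffled (12.3 and 9.95). Over all 7 mice 111 segments were called (15.9 ± 4.06 per mouse, SD, n = 7), and 91 of the 97 distinct regions were called in 1 mouse. A call in 1 mouse need not be private to it. A de novo gain called in F1 mouse 4 alone, on chromosome 10 at 22552910, was 0.25 to 0.43 in F1 mice 2 to 5. The same caller gave 91 segments after shuffling and 29 on the dye-swap difference divided by 2, in which copy number cancels. Segments of 10 or more probes numbered 18, against 3 after shuffling and 4 on the difference. With a score of at least 8 in place of 6 the mean fell to 3.14 segments per mouse, and with normexp background correction it was 6.0.

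Single probes past the thresholds of the study's methods were counted next, since small de novo deletions can fall on 1 probe at a probe spacing of this kind. F1 mice 1, 2, 3, 4 and 5 had 226, 296, 205, 169 and 126 positive autosomal probes with the same direction on both arrays, the dam 228 and the sire 104 (mean 193 ± 65.9, SD, n = 7). Gains made up 57.3% of these over the 7 mice, but losses were in the majority with loess (43.3% gains) and with normexp (27.7% gains). In F1 mouse 1, 80 of the 147 gain probes (54.4%) lay in the chromosome 6 duplication. Probes positive in an F1 mouse and in neither parent numbered 220, 239, 163, 114 and 81 for F1 mice 1 to 5 (mean 163 ± 67.4, SD, n = 5), of which gains averaged 106 and losses 57.4. At 350 ± 114 probes per mouse (SD, n = 7) the 2 arrays passed the same thresholds in opposite directions, which copy number cannot produce. This background exceeded the count of positive probes in each mouse but the dam, who had 222 such probes. Of the gain probes 709 were positive in 1 mouse and 30 in 2 or more. Loss probes were shared more often, with 293 in 1 mouse, 76 in 2 or more and 31 in exactly 5 mice. Differences between the dyes that the mice share add to the opposite-way count, so that it is no chance level for the positive probes. With normexp background correction the means were 44.4 positive and 17.2 de novo probes per mouse.

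**Figure D2:**
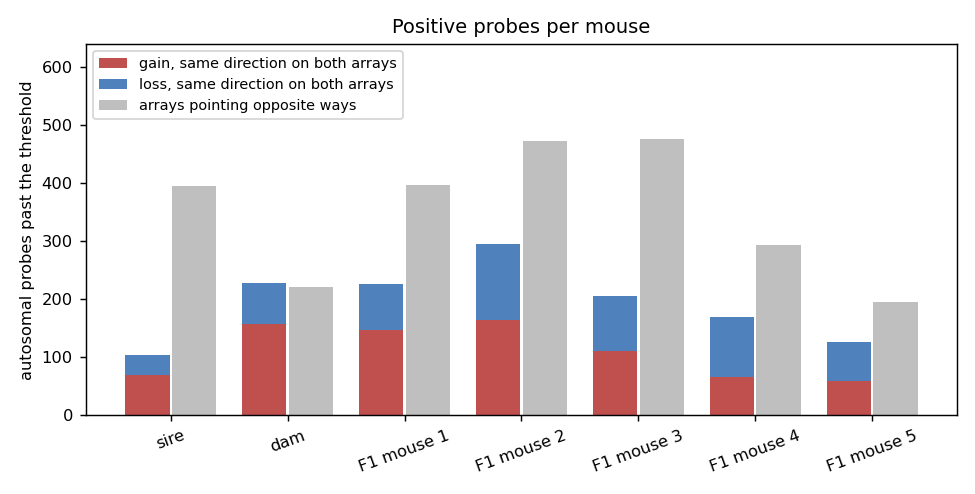
Number of autosomal probes past the thresholds in each of the 7 mice, as stacked bars of gains and losses with the same direction on both arrays and, beside them, probes whose 2 arrays pointed opposite ways. The opposite-way bars average 350 per mouse and the stacked bars 193.

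The segments of the parents were followed into the F1 mice, because a heterozygous change in 1 parent is expected in about 1 of 2 offspring. The clearest inherited change was a gain of 160054 bp on chromosome 4 from 101110482 to 101270535, with 74 probes. The dam had a mean log2 ratio of 0.55 ± 0.15 there and F1 mouse 1 one of 0.52 ± 0.19 (SD over probes), whereas the sire and F1 mice 2, 3, 4 and 5 lay between −0.01 and 0.03. Both values lay outside most random windows (permutation p = 0.0001 in the dam, the smallest they can give, and 0.0003 in F1 mouse 1). The windows could overlap called segments, among them the chromosome 6 gain of F1 mouse 1. A loss of 4 probes on chromosome 3 from 25417435 to 25444229 was −1.58 in the dam, between −1.52 and −1.45 in F1 mice 2, 3, 4 and 5, −0.52 in F1 mouse 1 and −0.01 in the sire. A gain of 42 probes on chromosome 8 from 102125282 to 102244157 was 0.27 in the dam, between 0.26 and 0.33 in F1 mice 2, 3, 4 and 5, 0.01 in F1 mouse 1 and −0.02 in the sire. Weaker losses of the dam on chromosome 14 from 61798066 to 61819370 (−0.28) and on chromosome 5 from 126323111 to 126348691 (−0.28) were likewise carried by F1 mice 2, 3, 4 and 5, with scores of −6.83 and −6.20 that are close to the threshold. The sire alone had a gain of 0.32 over 11 probes on chromosome 17 from 36299675 to 36327128, which was 0.02 with normexp background correction (permutation p = 0.523).

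In all, 24 segments were seen in 1 parent and not in the other, 9 in the sire and 15 in the dam. None of the 5 F1 mice carried a segment of the sire (0 of 45 chances). The scores of these 9 segments were 8.31 or lower in size, below the highest score after shuffling in the sire (8.60), so that they were not separated from chance. Of the chances for the dam 22 of 75 were met (29.3%, exact 95% interval 19.4% to 40.98%). The 4 segments of the dam on chromosomes 3, 8, 14 and 5 that F1 mice 2, 3, 4 and 5 shared are counted as carried here, although their signal need not be an inherited autosomal change. Of the dam's segments 4 scored above the highest score after shuffling in her arrays (7.09). For both parents the share was 18.3% (22 of 120, exact 95% interval 11.9% to 26.4%), below 1 in 2 by a two-sided exact binomial test (p = 1.22e-12), a difference that most segments being at the level of shuffled probes can give, so that it is no measure of inheritance. Segments at neighbouring chances share mice, and the interval covers counting error only. The share was 45.0% with a score of at least 8 (exact p = 0.824) and 52.0% for segments of at least 10 probes (exact p = 1.0), and all but 1 of the carriers in each of these settings came from the segments that F1 mice 2, 3, 4 and 5 shared.

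**Figure D3:**
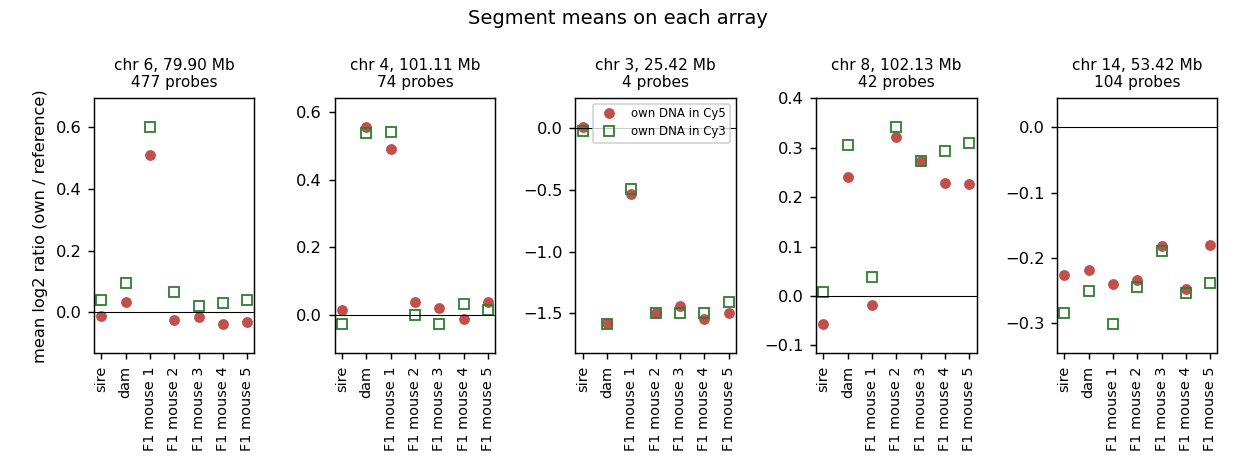
Mean log2 ratio (own DNA over reference) of 5 segments on each of the 14 arrays, with filled circles for own DNA in Cy5 and open squares for own DNA in Cy3. The chromosome 6 gain stands at 0.51 and 0.60 in F1 mouse 1 alone, and the chromosome 14 loss lies between −0.30 and −0.18 on all 14 arrays.

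A loss on chromosome 14 from 53424661 to 54386805 was present in all 7 mice. Over its 104 probes the mean log2 ratio was −0.24 ± 0.03 (SD, n = 7), from −0.27 in F1 mouse 1 to −0.19 in F1 mouse 3. The 14 arrays lay between −0.30 and −0.18. The sire had −0.26 and the dam −0.24. In each mouse the mean was outside nearly all random windows of 104 probes, with permutation p between 0.0001, the smallest they can give, and 0.001. The windows could overlap this region and called segments. Segments there were called in the sire and in F1 mice 1 and 3, and the interval called in F1 mouse 3 was shorter (54 probes, to 53759064). A common reference cannot tell whether the 7 mice were low or the reference mouse was high.

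**Figure D4:**
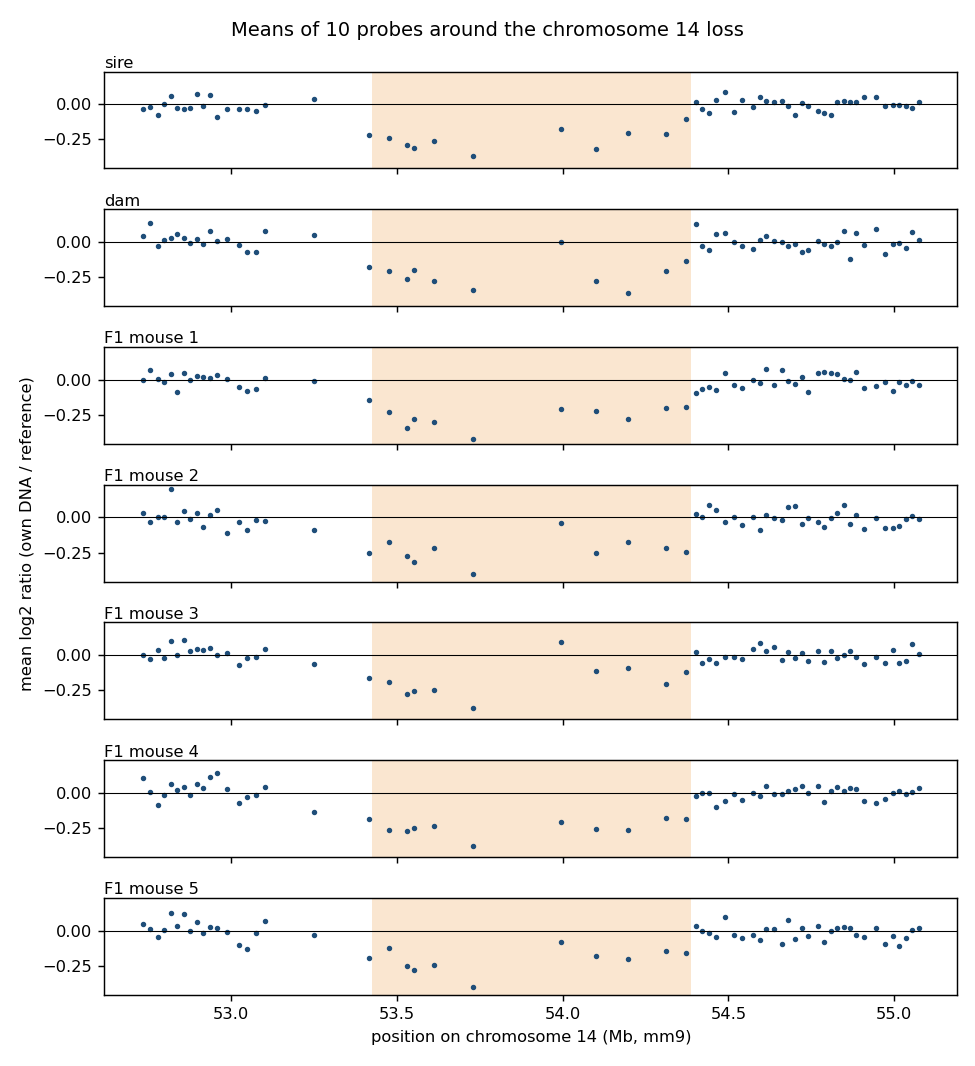
Mean log2 ratio (own DNA over reference) of 10 consecutive probes against the position on chromosome 14 in Mb (mm9), with 1 panel for each of the 7 mice and the region of the loss shaded. The shaded region averages between −0.27 and −0.19 in the 7 mice, with values near 0 on both sides.

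Whole chromosomes were compared to look for gains or losses of an entire autosome. The 19 autosomes had mean log2 ratios between −0.00494 and 0.0136 in each of the 7 mice, and the largest distance of an autosome from the mean of its mouse was 0.00575. A whole extra or missing autosome was thus not seen in any of the mice.

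The X and Y probes were read against a male reference, for which 1 X and 1 Y chromosome give a log2 ratio near 0. The sire had 0.00 on X and 0.02 on Y, and the dam 0.89 ± 0.17 on X and −1.69 ± 1.30 on Y (SD over 68 X and 23 Y probes). F1 mice 2, 3, 4 and 5 had 0.91, 0.90, 0.93 and 0.89 on X and −1.56, −1.47, −1.69 and −1.50 on Y. F1 mouse 1 had 0.02 ± 0.15 on X and −0.51 ± 0.34 on Y, with −0.48 and −0.54 on its 2 arrays. The study lists the mouse with the duplication as male. Its Y value lay between those of the parents, while its X value was within 0.02 of that of the sire. With normexp background correction the dam had 0.65 on X and −0.60 on Y, and F1 mouse 1 had −0.25 on Y.

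**Figure D5:**
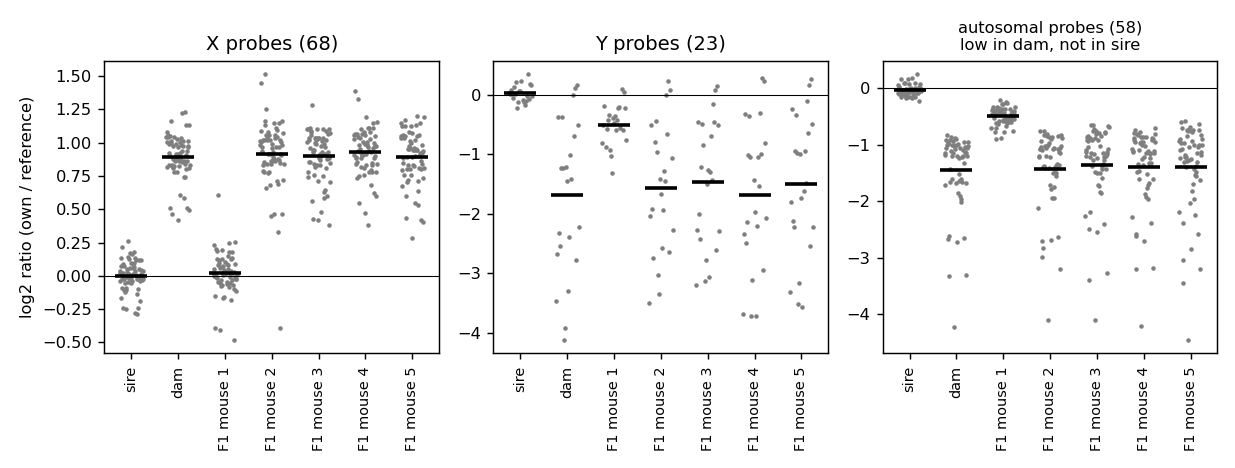
Log2 ratio (own DNA over reference) of each X probe, each Y probe and each of 58 autosomal probes that were low in the dam and in F1 mice 2 to 5 but not in the sire, for the 7 mice, with a horizontal bar at the mean. F1 mouse 1 is near 0 on X and has a mean of −0.51 on Y, between the sire at 0.02 and the dam at −1.69.

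Finally, each mouse was compared with the other 6 at single probes with limma and Benjamini-Hochberg adjustment at 0.05, a contrast in which the reference mouse cancels. F1 mouse 2 differed at 1166 of 949770 probes, with 80 higher and 1086 lower. The sire, F1 mouse 1, F1 mouse 3, F1 mouse 4 and F1 mouse 5 differed at 3, 7, 1, 3 and 10 probes. The dam differed at 0 probes, with 43713 at an unadjusted p under 0.05. The 3 probes of the sire were on chromosome 19 at 34251318 (log2 difference −1.69), on chromosome 13 at 84084413 (1.39) and on chromosome 17 at 92594759 (1.30), and the probe of F1 mouse 3 was on chromosome 1 at 150362751 (1.94). The 3 probes of F1 mouse 4 were on chromosome 17 at 23536952 (1.72), chromosome 13 at 115471755 (−1.50) and chromosome 10 at 86198919 (−1.35). All of these were named after their values had been seen. None of the called probes lay in the chromosome 6 duplication of F1 mouse 1. In simulated contrasts of this design a change of 0.55 was recovered at 0% of 200 probes and a change of 2 at 95%. With the scan day as a block no probe passed in the 6 contrasts that could be fitted by limma, but that fit has fewer residual degrees of freedom, so that the lost calls do not tell whether the scan day accounts for the count of F1 mouse 2. The spread of that mouse itself cannot be estimated from 1 animal. The called probes were not split by array, so whether 1 array of F1 mouse 2 gave the count was not tested. Among its 5 largest de novo single probes the losses were −4.36 to −3.32 with own DNA in Cy5 and −1.61 to −0.81 in Cy3. The gain among them was 2.11 and 2.41. Without F1 mouse 2 the mean per contrast was 3.33.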

Values the study reported

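For F1 mouse 1 of this family (0mGyZ1), a male, the study listed 1 duplication with 158 positive probes on the first array and an estimated size of 1,100,262 bp. Across its non-irradiated families, the study found 11 deletions in 156 F1 mice. De novo deletions were carried by 7.1% of these mice, against 20.4% of the 142 F1 mice of irradiated sires. These shares leave out duplications, the kind of change listed for F1 mouse 1. The deletions are changes that passed a denser array and quantitative PCR, with mice bearing many such changes left out. The de novo calls of the re-analysis come from the first array alone and are not comparable with them.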

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

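Of the tests below, the one on autosomal probes outside chromosome 3 was chosen before its result was seen, although means of segments holding some such probes had been seen, and all others were chosen only after the result was seen. Over the 5 F1 mice 13 measures were examined, and in 9 of them 1 mouse stood farther from its nearest neighbour than 0.71 of the whole range. Chance marks about 1 in 20 groups of values not picked for their spread, which does not hold for the 4 segment means below, since those segments were picked because they were called in some of the mice. Nor does it hold for the X and Y means. F1 mouse 1, listed as male by the study, was the only F1 mouse with an X ratio near the sire's.

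F1 mouse 5 stood apart with 7 segments against 16 to 19 in the other F1 mice, and with 2 de novo segments against 12 to 14. After shuffling of the probe order the same mouse was again lowest, with 3 segments against 20, 22, 14 and 9 in F1 mice 1, 2, 3 and 4. F1 mouse 2 stood apart with 1166 probes that differed from the other 6 mice, against 1 to 10 in the other F1 mice, a count that was 0 with the scan day as a block, a fit with fewer residual degrees of freedom. F1 mouse 1 stood apart in the 6 remaining measures. Its mean log2 ratio was 0.0191 on X (0.89 to 0.93 in the other F1 mice) and −0.51 on Y (−1.69 to −1.47). It was 0.55 over the chromosome 6 duplication (0.00 to 0.02), 0.52 over the chromosome 4 gain (0.00 to 0.03), −0.52 over the chromosome 3 loss (−1.52 to −1.45) and 0.0096 over the chromosome 8 gain (0.26 to 0.33).

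The low Y ratio of F1 mouse 1 was weighed first. Admixed DNA with 2 X chromosomes would raise its X ratio to 0.48, and the measured 0.0191 argues against that, as the higher of its array means on Y, −0.48, argues against a dye effect. A deletion of 1 stretch of Y in all cells would leave each probe with nearly all or nearly none of the signal, whereas 13 of 16 informative Y probes (81.25%) kept a share between 0.25 and 0.75, every probe lay below the sire, and the highest share, 0.767, was below the lowest of the sire, 0.826. That bound was passed narrowly, and 13 of the 16 probes lie within 20 kb of each other, so that loss of repeated copies stays open. At 63 autosomal probes outside chromosome 3 that were low in the dam and not in the sire, F1 mouse 1 kept a median share of 0.517 (quartiles 0.472 and 0.572), close to its mean of 0.535 ± 0.146 (SD over probes) on Y, so that a Y chromosome missing from part of the cells of this tail is a candidate explanation.

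The losses that the dam shared with F1 mice 2, 3, 4 and 5 were weighed next. An autosomal deletion passed on by the dam alone would leave each F1 mouse at or above −0.59 on chromosome 3, and the highest of these 4 mice had −1.45, which argues against it. Of 64 autosomal probes low in the dam and not in the sire, outside the chromosome 3 segment, 58 on 15 chromosomes (90.6%) were low in each of the same 4 mice. A possible explanation is that such probes also read Y sequence, which would be low in any mouse without a Y chromosome. The labels do not give the sex of the F1 mice. These 4 mice had 0.89 to 0.93 on X and −1.69 to −1.47 on Y, near the dam's 0.89 and −1.69. The chromosome 8 gain, which follows the X ratio over the 7 mice, was not tested.

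The dam had a mean of 0.06 over the chromosome 6 duplication of F1 mouse 1, with 0.03 and 0.10 on her 2 arrays, each above the array of the same dye in the 5 mice other than F1 mouse 1. Her highest-scoring gain of 100 to 2000 probes on that chromosome ran from 79904924 to 81049027, with both ends within 4454 bp of those of the duplication. A candidate explanation is the duplication in part of her cells. Measured against the centre of her arrays, about 9.79% of them would be needed (5.65% and 13.3% by array). Stretches of as many probes before and after it had 0.0148 and 0.0203 in her, and against that level the share would be lower. Drift of the ratio stays open as to the level. Windows of as many probes elsewhere in the dam, outside segments of 10 or more probes, reached 0.0502 (SD 0.00943 on the log2 scale). A mixture with DNA of F1 mouse 1 at 9.79% needs a dam raised by 0.0312 in the linear Y ratio. The lowest of F1 mice 2 to 5 differed from her by −0.00719, within the noise of 23 probes, so that Y cannot decide. On X she differed from them by −0.0480 to 0.000492 where −0.0921 would be needed at that share. At the 4 chromosome 3 probes she had −1.58, below F1 mice 2 to 5 (−1.52 to −1.45), although DNA of F1 mouse 1 (−0.52) would raise her. At a share of 9.79% these X and chromosome 3 values argue against such a mixture, provided that her own DNA resembles that of these 4 mice there. At a lower share, such as the 5.65% of 1 array, X would need a smaller difference, so that X cannot decide there. The chromosome 3 values rest on 4 probes. Whether F1 mouse 1 inherited its gain from cells of the dam with the duplication was not tested.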

How the results depend on the processing

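Of the settings below, leaving out probes dim on 1 or more arrays and restricting the parental segments to long or high-scoring ones not carried by exactly F1 mice 2, 3, 4 and 5 were chosen after seeing the data. Of 137 results under alternative settings 101 stayed on their side of the threshold or, for counts and means with no test, near the main value, 33 moved, 2 were weaker and 1 reversed. Among the 101, the X mean of F1 mouse 1 changed sign close to 0 (−0.01 with normexp and −0.03 with own DNA in Cy5 alone). The duplication stayed at 0.49 to 0.60 in all 8 alternatives. The dam's segments on chromosomes 3, 4, 5, 8 and 14 kept their sign and a window permutation p below 0.05 in all 5 of theirs. Means on chromosomes 3 and 4 stayed at −1.59 to −1.50 and 0.52 to 0.56. Others fell below the 0.25 required of a segment. These were −0.24 on chromosome 5 and −0.23 on chromosome 14 with normexp, and 0.24 on chromosome 8 and −0.22 on chromosome 14 with own DNA in Cy5 alone. The median signal over background was 3.84 to 6.55 in the channel of the own DNA and 3.53 to 4.88 in that of the reference. Leaving out probes dim in the reference channel gave 164.3 positive probes and 14.4 segments per mouse. Where a value moved, the cause was not tested.

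With normexp background correction the means were 44.4 positive and 17.2 de novo probes, 6.0 segments and 3.6 de novo segments per mouse, the dam had 0.65 on X and −0.60 on Y, F1 mouse 1 had −0.25 on Y, and the sire's chromosome 17 gain was 0.02. Positive and de novo probes averaged 331.6 and 294.6 with thresholds of 0.7 and 0.5, 86.3 and 64.0 with 1.0 and 0.5, 587.3 and 545.4 without comparing the signs, and 910.4 and 898.8 on the mean of the 2 arrays. The looser parental bound left 106.4 de novo probes. The share of gains among positive and de novo probes was 57.3% and 64.9%, against 43.3% and 52.3% with loess and 27.7% and 79.1% with normexp.

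Segments and de novo segments averaged 15.9 and 10.4, 3.14 and 0.8 with a score of at least 8, 97.9 and 67.2 with at least 3 probes, 2.57 and 0.6 with at least 10, and 9.71 and 6.2 with a mean of at least 0.4. Own DNA in Cy5 alone gave 9.0 segments and in Cy3 alone 6.8 de novo segments. The share of parental segments passed on was 45.0% with a score of at least 8 and on the other side of 1 in 2, at 52.0%, with at least 10 probes. It was lower than the main 18.3% with a carrier bound set at a log2 ratio of 0.3 in the parent's direction, in place of 0.5 of the parent's mean (6.67%), and with a mean of at least 0.4 (10%). The restriction chosen after seeing the data removes segments by the mice that carried them, so that it cannot test the share. The largest distance of an autosome from the mean of its mouse was 0.010 with Cy5 and 0.0167 with Cy3 alone.

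The limma comparison gave a mean of 170.0 probes per contrast, 52.3 at an adjusted p of 0.01, 481 with an intensity trend, 25.6 with the mouse as a random block (consensus correlation −0.381 to −0.355) and 0 with the scan day as a block, which leaves fewer residual degrees of freedom. Leaving out each F1 mouse in turn gave 3.33 to 168 probes, the lowest without F1 mouse 2, and also 176 to 205 positive probes, 144.5 to 184.0 de novo probes and 9.5 to 12.5 de novo segments.

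The correction for GC content, the alternatives for antigen receptor loci, and the scan day as a block for counts that come from no fit were not run.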

Other observations

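The duplication of F1 mouse 1 held 80 positive probes with the same direction on both arrays, or 84 without that requirement. That is lower than the value quoted from the study above. The outermost positive probes ran from 79936127 to 81032226 on chromosome 6, a stretch of 1096100 bp.

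Of the gains of 10 or more probes described above, F1 mouse 1 carried the chromosome 6 duplication and the chromosome 4 gain of the dam, and not the chromosome 8 gain. The largest de novo single probes of the other F1 mice were losses in F1 mice 2 and 4, on chromosome 10 at 121518435 (−2.99) and on chromosome 9 at 67648348 (−1.85), and gains in F1 mice 3 and 5, on chromosome 15 at 30580594 (2.03) and on chromosome 14 at 75059998 (1.503). In F1 mouse 2 the chromosome 10 probe had −4.36 on one array and −1.61 on the other. De novo here means that neither parent passed the thresholds in that direction. At the probe of F1 mouse 3 the sire and the dam had 0.63 and 0.71. They had −0.84 and 1.17 at that of F1 mouse 2, −0.54 and 0.47 at that of F1 mouse 4, and 0.01 and −0.30 at that of F1 mouse 5.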
